A study of Homo sapiens with 5 samples.

How the data were processed

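Full-length transcription factor isoforms (5, from 2 genes) were measured on protein binding microarrays, glass slides that carry double-stranded DNA probes covering every 8-base sequence (8-mer). Per the labels, each isoform carried an N-terminal GST tag, was made by in vitro translation and was detected with a fluorescent antibody against GST. The CREB1 isoforms were made with a bacterial-component translation kit and the TBX5 isoforms with a human coupled kit, so gene and kit cannot be told apart. The 5 samples form 5 groups of 1: CREB1 reference, CREB1 alternative, TBX5 reference, TBX5-2 and TBX5-3. How the isoform sequences differ is not stated in the labels and is not described here.

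The main table gives 1 affinity score for each of 32896 8-mers and each isoform, with 1 entry per reverse-complement pair, and per the file headers this score is an estimate of affinity made by the authors from the arrays. The scale of the score, the normalization between arrays, the model that summarised probes, and the number of arrays per isoform are not given in the sources used here. Differences are therefore given in score units, with no folds. A second table deposited by the authors holds a Cy3 reference value for each of 41944 probes of 36 bases, pooled over arrays, and its log2 scale was inferred from a maximum of 15.8, which lies within a 16-bit scanner range. The spread of those Cy3 values, a score per probe in the same deposited table, was not used in any comparison. Each 8-mer lay on a median of 37 probes (range 16 to 47), and the 256 palindromic 8-mers on a median of 19. Probe intensities and errors of the scores were not analysed here, so the precision of a single score is unknown, and the number of arrays limits it.

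Choices made before the data were examined were the comparisons, the lists of 8-mers, the rule for naming 8-mers and the alternative settings. With 1 score per 8-mer and no error, the design foresaw no test and only differences, ranks and counts by size. The height of an 8-mer is its score minus the median of its column. A difference is the score of the first isoform minus that of the second, centred on the median over all 8-mers. A preferred 8-mer is one of the top 1% of a column (329 8-mers), and a difference of at least 0.5 in size was counted. Wilson 95% intervals were computed for shares of preferred 8-mers. 8-mers overlap in sequence and share probes, so these intervals and the SDs over 8-mers describe the spread among 8-mers and not the error between arrays.

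There were 27 lists, each holding all 8-mers with a core on either strand. CREB1 lists were TGACGT (CRE 6-mer), TGACG (5-base CRE core), the palindromic CRE with its single mismatches, and TGACGC. Other bZIP lists were AP-1 (TGACTCA), C/EBP (TTGCGC), a C/EBP-CRE chimera (TTGCGTC), PAR bZIP (TTACGTA) and ACGTG. T-box lists were GGTGT, AGGTGT, GGTGTGA, AGGTGC, GGTGTTA and GGTGTCG. Control lists were GATA (AGATAA), homeodomain (TAATTA), forkhead (TGTTTAC), ETS (CCGGAA), SP/KLF (CCGCCC), NKX2 (CACTTG) and E-box sequences (CACGTG and CAGGTG). Composition lists were G runs, A runs, 8-mers with 7 or 8 G or C, and 8-mers with 7 or 8 A or T. The median difference of a list was set among 10000 random lists of the same size, matched on the mean of both isoforms in 20 bins, and a list was called outside below percentile 2.5 or above 97.5. Such a percentile describes these columns and is not a test of isoforms. For lists of strong sites the call can depend on the width of the bins. Random lists do not share sequence as a core list does, so medians were also set among those of all cores with the same number of bases, an alternative chosen after the data were seen that covers 24 lists.

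The named 8-mers are 7 fixed per gene, the 5 highest of each isoform, and per comparison the 10 highest and 10 lowest differences among 8-mers preferred in either isoform. One fixed CREB1 8-mer is the reverse complement of another, TGACGCAA, so 6 distinct CREB1 8-mers remain. Flanks of GGTGT and screens of all 5-mers and 6-mers were chosen after the data were seen. 8-mers are printed on the strand that shows the core.

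Alternative settings fixed beforehand and run were quantile normalization, no centring, residuals of a loess fit of one isoform on the other (span 0.1), a size of 1, 8-mers above the median mean, other top percentages, random lists without matching or matched on both GC content and the mean, and means in place of medians. Settings added after the data were seen were a loess fit on the mean of both isoforms (symmetric loess), matching in 200 bins and the cores of the same length. Bootstrap intervals (95%) drew 8-mers 10000 times and cover the choice of 8-mers only. The procedure was tested on simulated data for 32896 8-mers per comparison. Of 100 lists without a shift, 8 fell outside for CREB1. For TBX5, 2 (TBX5-2 against reference), 6 (TBX5-3 against reference) and 5 (TBX5-3 against TBX5-2) did. Whether this rate holds for core lists, whose 8-mers share sequence and probes, was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used. No genome coordinates apply to these synthetic probes.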

Results

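Binding to all 8-mers was measured for 2 isoforms of CREB1, a bZIP transcription factor that binds the cAMP response element (CRE), and 3 isoforms of TBX5, a T-box factor of heart and limb development. Each isoform is 1 column of 32896 affinity scores (n = 1), so no difference between isoforms has a replicate check. The median score was 7.44 in both CREB1 columns, 9.91 for TBX5 reference and TBX5-2, and 9.86 for TBX5-3. Heights above these medians reached 4.07 (CREB1 reference), 3.59 (CREB1 alternative), 2.88 (TBX5 reference), 2.64 (TBX5-2) and 2.28 (TBX5-3).

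The preferred 8-mers of all 5 isoforms were rich in the core known for their family. The CRE core TGACG was present in 127 of 329 preferred 8-mers of CREB1 reference (38.6%, Wilson 95% interval 33.5 to 44.0) and 119 of CREB1 alternative (36.2%, 31.2 to 41.5). The T-box core GGTGT was present in 96 for TBX5 reference (29.2%, 24.5 to 34.3), 109 for TBX5-2 (33.1%, 28.3 to 38.4) and 98 for TBX5-3 (29.8%, 25.1 to 34.9). Each core is in 256 of all 8-mers (0.778%). Both CREB1 isoforms had the same 5 highest 8-mers in the same order, led by the palindromic CRE TGACGTCA and ATGACGTA. AGGTGTGA (2.88) and AGGTGTTA (2.83) led in TBX5 reference, AGGTGTTA (2.64) and AGGTGTGA (2.57) in TBX5-2, and AGGTGTGA (2.28) and AGGTGTTA (2.00) in TBX5-3. By 6-mer, TGACGT had the highest median height of 2080 in both CREB1 columns (1.08 and 0.946), and AGGTGT in all TBX5 columns (1.24, 1.56 and 0.830 for reference, TBX5-2 and TBX5-3). The AGGTGT 8-mers had a median height of 0.0642 in CREB1 reference, and the TGACGT 8-mers one of 0.0276 in TBX5 reference.

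The first comparison asked whether CREB1 alternative binds other sequences than CREB1 reference. CRE 8-mers scored lower in the alternative isoform: the 48 TGACGT 8-mers had a median difference of -0.158 (SD 0.135, bootstrap interval -0.201 to -0.101), 46 of them were lower, and the median was below all 10000 random lists. TGACGTCA had a height of 3.59 against 4.07 (difference -0.475, which turned to 0.139 after symmetric loess). ATGACGTA had one of 2.80 against 3.42 (-0.613, and -0.114 after symmetric loess). GATGACGT (-0.488, and -0.111 after symmetric loess), TGACGTAA (-0.379, which turned to 0.0310) and GTGACGTA (-0.361, which turned to 0.0270) were also lower. All 10 lowest differences among preferred 8-mers (-0.613 to -0.291) belonged to 8-mers with TGACGT, which made up 45 of the 398 preferred in either isoform. ATGACGTA was the 1 8-mer to differ by 0.5 or more, and no 8-mer was higher by that size. The 26 homeodomain-type TAATTA 8-mers, a control list without TGACG, were also lower, all 26 of them, with a median of -0.180 (SD 0.0574).

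Other CREB1 and bZIP lists were closer to 0. TGACG 8-mers had a median of -0.0542 (SD 0.10, 197 of 256 lower), which shrank to -0.00816, -0.00325 and -0.0116 after quantile normalization, loess and symmetric loess. The 13 8-mers of the palindromic CRE and its single mismatches were all lower, with a median of -0.0855, which turned to 0.0253 and 0.00828 after the loess and symmetric loess fits. The 48 TGACGC 8-mers split 24 to 24 with a median of -0.00251 (SD 0.0841), which was 0.0329, 0.0366 and 0.0278 and outside random lists after quantile normalization, loess and symmetric loess. PAR bZIP 8-mers (TTACGTA) were lower in 8 of 8 (-0.0714), but their median was 0.0352, 0.0413 and 0.0356 under the same alternatives. The C/EBP-CRE chimera was higher in 7 of 8 (0.107, SD 0.0778), AP-1 sites in 7 of 8 (0.0303), and C/EBP sites had a median of 0.00934, inside random lists. ACGTG 8-mers had a median of -0.0200 (-0.00735 after loess). The fixed 8-mers TGACGCAA (-0.0541), TGACGTGG (0.0157), TTACGTAA (-0.123) and ATGACTCA (-0.0360) had smaller centred differences than TGACGTCA. After symmetric loess these were 0.0753, 0.127, 0.0366 and -0.0205, against 0.139 for TGACGTCA.

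Among control lists, forkhead TGTTTAC 8-mers were higher in 8 of 8 (0.0899, SD 0.0417), and CTGTTTAC was among the 10 highest preferred 8-mers. GATA (-0.00529, and 0.00472 after loess), ETS (0.0104), SP/KLF (-0.00905), NKX2 (0.00573), CACGTG (-0.0174) and CAGGTG (0.0120) were inside random lists. Of the T-box lists, GGTGT (0.0131) and GGTGTGA (0.0461, 8 of 8 higher) were outside, and AGGTGT (0.0121), AGGTGC (0.00831), GGTGTTA (0.0157) and GGTGTCG (0.0141) inside. The composition lists were outside, with medians of 0.0194 for G runs, 0.0105 for A runs, 0.00494 for 8-mers with 7 or 8 G or C (-0.00733 after loess) and -0.0137 for 8-mers with 7 or 8 A or T. The 10 highest preferred differences reached 0.163 (CTATATAC), 0.162 (ACATATGT) and 0.153 (GTTGTATA), and none of the 10 held TGACG. Of 27 lists, 15 were outside random lists, and against all cores of the same length 6 of 24 were outside: TGACGT, TGACG, the chimera, PAR bZIP, TAATTA and forkhead. The TGACGT median was 0 after quantile normalization and -0.0129 after symmetric loess, both inside random lists. After loess it was -0.00512 and still outside. The TAATTA median stayed at -0.157, -0.125 and -0.154 after quantile normalization, loess and symmetric loess.

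**Figure D1:**
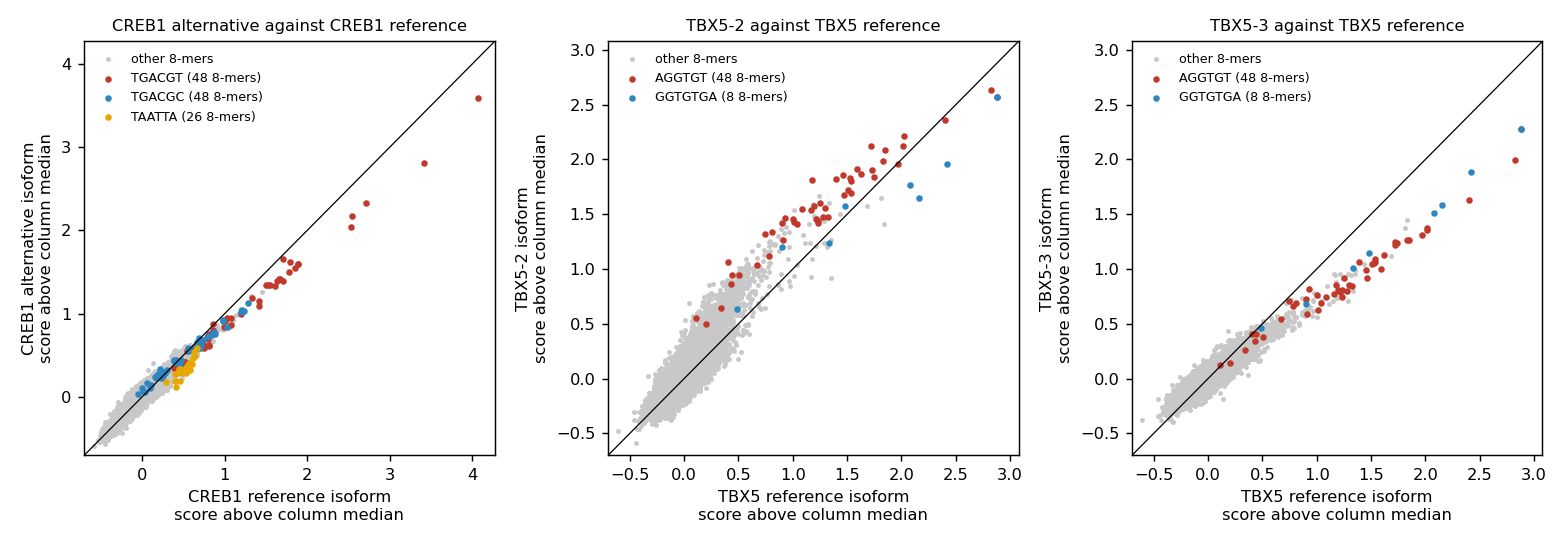
Height above the column median (score units) of each 8-mer in an alternative isoform (vertical axis) against the reference isoform (horizontal axis), with the line of equality, for 3 comparisons and with named lists in colour. TGACGTCA lies at 4.07 and 3.59 in the CREB1 plot, and AGGTGTGA, which belongs to both coloured lists, at 2.88 and 2.57 (TBX5-2) and 2.88 and 2.28 (TBX5-3).

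The TBX5 comparisons asked the same of TBX5-2. Most T-box 8-mers scored higher in TBX5-2 than in TBX5 reference, while several of the strongest sites, among them ones that hold GTGTGA (a 6-mer singled out after its values were seen), scored lower. The 48 AGGTGT 8-mers had a median difference of 0.306 (SD 0.193, bootstrap interval 0.234 to 0.369), with 44 higher, and the 256 GGTGT 8-mers one of 0.228 (SD 0.178, 234 higher). AGGTGC (0.222, 47 of 48 higher), GGTGTCG (0.267, 7 of 8, but 0.155 and 0.0717 and inside random lists after loess and symmetric loess) and the E-box CAGGTG (0.235, 46 of 48), which shares GGTG, were higher too. GGTGTTA had a median of 0.260 (7 of 8 higher), inside random lists, which was -0.00785 after symmetric loess. The 8 GGTGTGA 8-mers had a median of -0.211 (SD 0.30), with 5 lower and 3 higher and a bootstrap interval of -0.420 to 0.135 that includes 0, though below all 10000 random lists.

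Named 8-mers showed the same split. CCAGGTGT (0.650), ACTAGGTG (0.636) and AGGTGTCT (0.626) had the highest differences, and all 10 highest held GGTG. GGTGTGAT (-0.517), GGTGTGAA (-0.472), AGTGTGAT (-0.443) and GTGTGAAA (-0.427) had the lowest, and 7 of the 10 lowest held GTGTGA, against 36 of the 411 8-mers preferred in either isoform. GGTGTGAA and AGGTGTCG stood at heights of 2.42 and 2.40 in TBX5 reference and at 1.96 and 2.36 in TBX5-2. AGGTGTGA (-0.316), AGGTGTTA (-0.200) and AGGTGCGA (-0.119) were lower in TBX5-2, AGGTGTCG (-0.0441) lay near 0, and AGGTGTCA (0.186) and CAGGTGTG (0.189, but -0.0371 after symmetric loess) were higher. The 48 GTGTGA 8-mers as a whole split 24 to 24, with a median of 0.00407, which was -0.191 after symmetric loess.

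By size, 23 8-mers were higher by at least 0.5, 13 of them with GGTGT, and 1 (GGTGTGAT) was lower. Of 247 8-mers preferred in both, 221 were higher in TBX5-2, with a median of 0.289. Among other lists, TGACGC (0.0760), ACGTG (0.0663), CACGTG (0.10), TGACG (0.0205, but 0.0116 and inside after quantile normalization) and G runs (0.0644) had medians above random lists, ETS (-0.0554), GATA (-0.0180) and A runs (-0.0224) below, and 8-mers with 7 or 8 G or C (0.0387) or A or T (0.0582) above. Inside random lists were TGACGT (0.0281), the CRE with mismatches (0.0231), AP-1 (-0.00895), C/EBP (0.00446), the chimera (-0.0268), PAR bZIP (0.0263), TAATTA (0.0402, and -0.00131 after symmetric loess), forkhead (0.145), SP/KLF (0.00563, but outside after quantile normalization and both loess fits) and NKX2 (0.0594). In all, 16 of 27 lists were outside, and 7 of 24 against cores of the same length, which were the 6 T-box lists and CAGGTG. The counts of 23 higher and 1 lower became 1 and 4 after quantile normalization, 8 and 3 after loess and 0 and 5 after symmetric loess, and the medians of AGGTGT (0.131, 0.153 and 0.109), GGTGT (0.0987, 0.133 and 0.0840), AGGTGC (0.107, 0.154 and 0.0858) and CAGGTG (0.142, 0.191 and 0.128) became smaller. GGTGTGA stayed lower under all 3, at -0.234, -0.207 and -0.304.

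TBX5-3 scored lower than TBX5 reference on the strongest T-box sites. AGGTGT 8-mers had a median difference of -0.426 (SD 0.213, bootstrap interval -0.476 to -0.334), with 46 of 48 lower. That median was -0.00574, -0.0106 and -0.0212 after quantile normalization, loess and symmetric loess, and stayed outside random lists only after loess. GGTGTGA (-0.436, SD 0.205) and GGTGTTA (-0.437, SD 0.209, and -0.0935 after loess) were lower in 8 of 8, and GGTGTCG (-0.191, but -0.0334 and inside random lists after quantile normalization) in 7 of 8, while the GGTGTGA median turned to 0.0801 and 0.0833 after the loess and symmetric loess fits and was 0 after quantile normalization. AGGTGTTA (-0.830), AGGTGTCG (-0.771), AAGGTGTT (-0.666) and GAGGTGTC (-0.664) had the lowest differences, and all 10 lowest preferred 8-mers held GGTGT. After symmetric loess the differences of these named 8-mers were -0.0261, -0.0895, -0.0994 and -0.0834. AGGTGTGA had a height of 2.28 against 2.88 (-0.597, which turned to 0.257 after symmetric loess) and GGTGTGAA one of 1.89 against 2.42 (-0.538, which turned to 0.187). AGGTGTCA had one of 1.37 against 2.02 (-0.646, and -0.0622 after symmetric loess).

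T-box lists with a lower median height in TBX5 reference differed less by their medians. GGTGT also holds all AGGTGT and GGTGTGA 8-mers, and 16 of the 18 8-mers lower by at least 0.5. No list of weaker T-box sites alone was compared. The 256 GGTGT 8-mers had a median of -0.0478 (SD 0.201, 165 lower), inside random lists, but 0.0108, 0.0224 and 0.0162 and outside on the high side after quantile normalization, loess and symmetric loess, and outside on the low side against cores of the same length. AGGTGC had a median of -0.0526 (37 of 48 lower, and 0.00263 after loess) and CAGGTG one of -0.0144, both inside random lists, but that of CAGGTG was 0.0248, 0.0300 and 0.0273 and outside on the high side after those fits. AGGTGCGA (-0.568, and -0.0763 after symmetric loess) and CAGGTGTG (-0.476, and -0.117) were lower. The highest preferred 8-mers were TGTGAAAT (0.247) and TGTGATCC (0.158). G runs (0.0815, 180 of 208 higher) and SP/KLF sites (0.0593, 36 of 48, and -0.000563 after loess, and inside random lists after quantile normalization and both loess fits) were higher and TAATTA sites (-0.0585, 24 of 26 lower, and -0.0196 after loess) lower. Also outside were TGACGT (0.0179), the CRE with mismatches (0.0657), C/EBP (-0.0192), forkhead (0.0186), ETS (-0.00423) and 8-mers with 7 or 8 G or C (0.0432, and -0.00852 after loess). Inside were TGACGC (-0.0198), AP-1 (-0.00636), PAR bZIP (-0.00664), GATA (-0.0237), CACGTG (0.00261, but 0.0298 and outside after loess) and A runs (-0.0164, but outside after quantile normalization and both loess fits), and so were TGACG (-0.00280), the chimera (-0.0146), ACGTG (-0.0219), NKX2 (-0.0229) and 8-mers with 7 or 8 A or T (-0.0203), which were above 0 after loess.

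By size, 18 8-mers were lower by at least 0.5, 16 of them with GGTGT, and none was higher. Of 276 8-mers preferred in both, 272 were lower, with a median of -0.161. In all, 13 of 27 lists were outside, and 8 of 24 against cores of the same length. None of the 18 differences reached 0.5 after quantile normalization, loess or symmetric loess, and the AGGTGT median was then -0.00574, -0.0106 and -0.0212.

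The flanks of the T-box core, chosen after the data were seen, were compared in the TBX5 columns. With A before the core, AGGTGTC 8-mers had the highest median height of these 7-mers in TBX5-2 (2.02) and TBX5 reference (1.66), and 1.11 in TBX5-3. CGGTGTA 8-mers lay near the column median in all 3 (-0.0241 in TBX5-2, 0.00798 in reference, 0.0266 in TBX5-3). The AGGTGTC difference was 0.359 (SD 0.216) in TBX5-2 and -0.546 (SD 0.167) in TBX5-3, and the GGGTGTC difference 0.416 (SD 0.0570) and -0.153 (SD 0.143). After symmetric loess these were 0.158 and -0.0728 for AGGTGTC and 0.216 and -0.0372 for GGGTGTC.

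**Figure D2:**
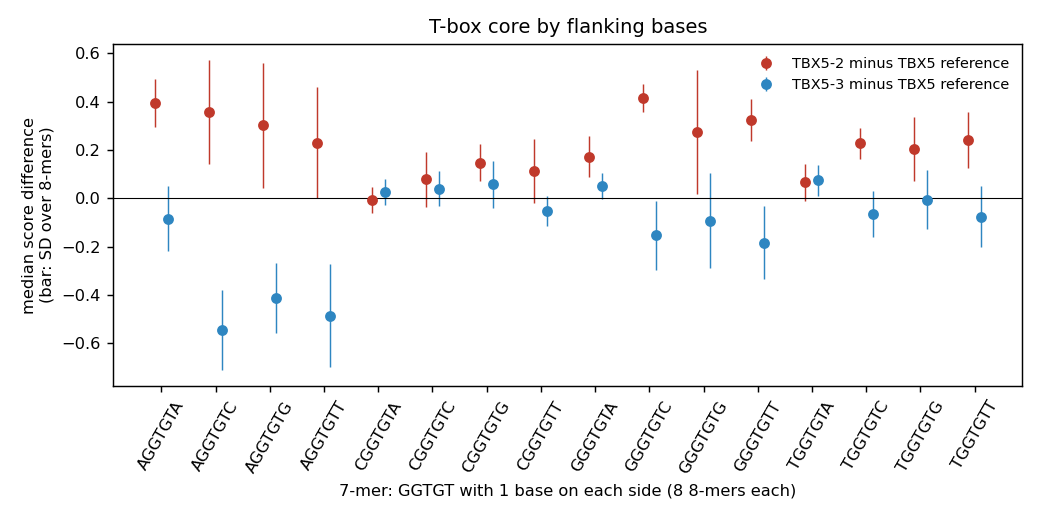
Median score difference from TBX5 reference (vertical axis, bars are the SD over 8 8-mers) for each 7-mer made of GGTGT with 1 base on each side (horizontal axis), for TBX5-2 (red) and TBX5-3 (blue). TBX5-2 is above 0 and TBX5-3 below 0 for the 4 7-mers that begin with A, and both lie near 0 for CGGTGTA (-0.00644 and 0.0260), although after symmetric loess the TBX5-3 medians of the A 7-mers lie between -0.0728 and -0.00861.

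TBX5-3 was also compared with TBX5-2. AGGTGT 8-mers were lower in TBX5-3 in 48 of 48, with a median of -0.673 (SD 0.140, bootstrap interval -0.717 to -0.650), and GGTGT 8-mers in 234 of 256 (-0.328). GGTGTTA (-0.651), GGTGTCG (-0.593), AGGTGC (-0.322, 47 of 48) and CAGGTG (-0.268, 46 of 48) were lower too, but after loess these medians were -0.0767, -0.0777, -0.0469 and -0.0467, and that of GGTGT -0.0267. The GGTGTGA list was lower in 8 of 8 with a median of -0.242, inside random lists, and turned to 0.286, 0.386 and 0.396 after quantile normalization, loess and symmetric loess. AGGTGTCT (-0.951), TAGGTGTC (-0.916) and AAGGTGTC (-0.902) had the lowest differences, and 8 of the 10 lowest held GGTGT. GGTGTGAA (-0.0695) and GGTGTGAT (-0.0562) lay near 0 with median centring but at 0.656 and 0.626 after symmetric loess, and CTAGATCC (0.326) and TGCTTACA (0.241) were the highest preferred 8-mers.

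By size, 133 8-mers were lower by at least 0.5, 73 of them with GGTGT, and none was higher, and of 258 preferred in both, 255 were lower (median -0.464). Among other lists TGACGC (-0.0911), ACGTG (-0.0722), CACGTG (-0.124), TAATTA (-0.121, but -0.0331 and -0.0108 and inside after quantile normalization and loess), C/EBP (-0.0189) and 8-mers with 7 or 8 A or T (-0.0793) had medians below random lists, as did G runs (0.00137, and -0.0155, -0.0202 and -0.0167 after quantile normalization, loess and symmetric loess) and 8-mers with 7 or 8 G or C (-0.000788, and -0.0456 after loess), and 14 of 27 lists were outside (9 of 24 against cores of the same length). Inside were TGACG (-0.0169) and NKX2 (-0.0736), which were outside after quantile normalization and both loess fits, the chimera (0.0181) and PAR bZIP (-0.0495), and so were TGACGT (-0.0120), the CRE with mismatches (-0.00323), AP-1 (-0.00143), GATA (-0.00781), forkhead (-0.120), ETS (0.0311), SP/KLF (0.0368) and A runs (-0.00121), all of which changed sign after quantile normalization and both loess fits. The counts became 0 lower and 4 higher after quantile normalization, 0 and 4 after loess, and 0 and 6 after symmetric loess, and the AGGTGT median was -0.102, -0.0500 and -0.0931.

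**Figure D3:**
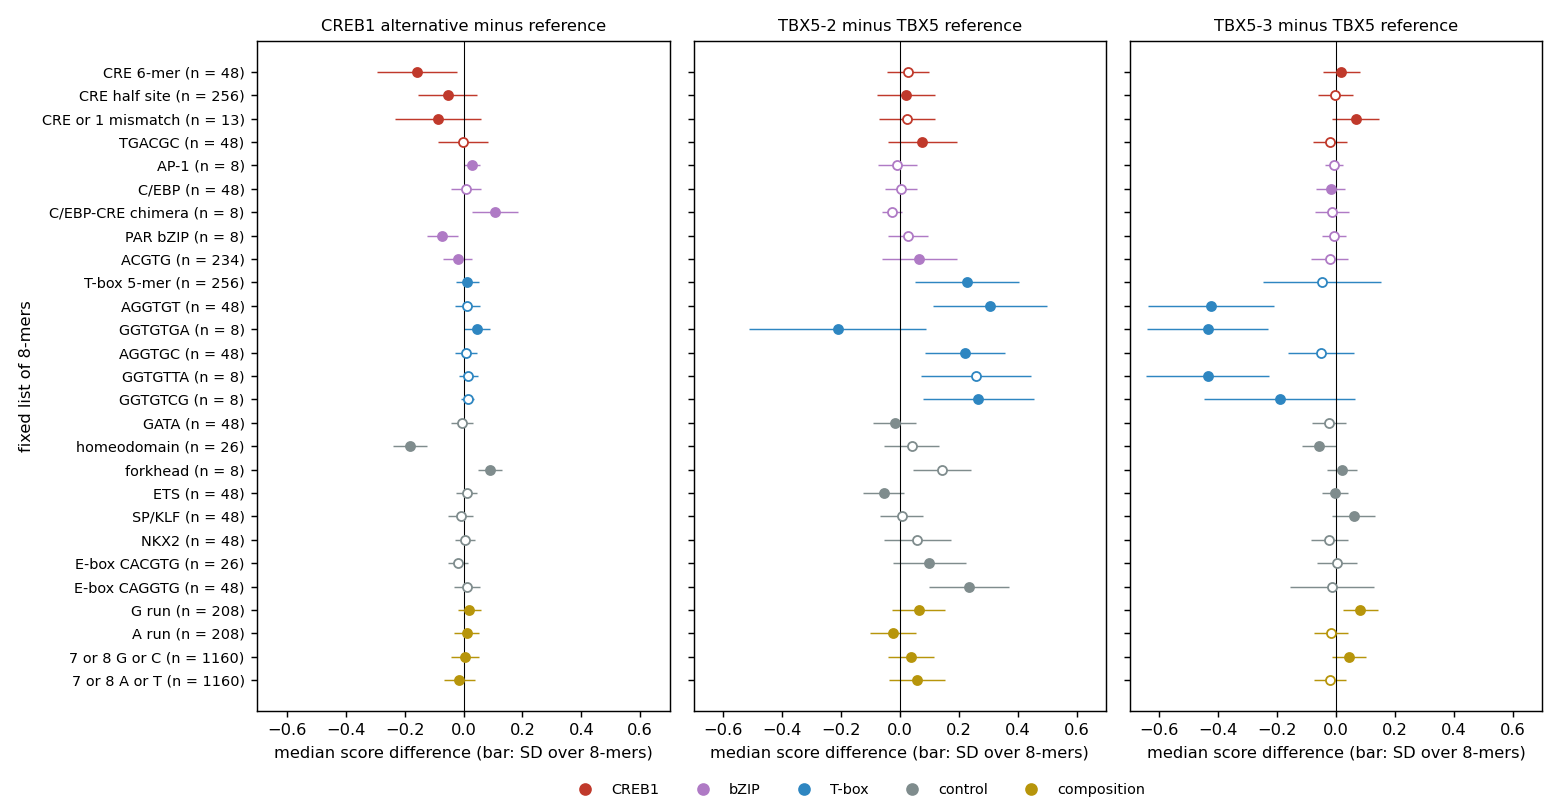
Median score difference (horizontal axis, bars are the SD over 8-mers) of 27 lists (vertical axis, n is the number of 8-mers) in the comparisons with the reference isoforms; filled points lie below percentile 2.5 or above 97.5 of matched random lists and open points between them. AGGTGT 8-mers lie at 0.306 in TBX5-2 and -0.426 in TBX5-3, and TGACGT 8-mers at -0.158 in CREB1 alternative, but after quantile normalization the values of TBX5-3 and CREB1 alternative became -0.00574 and 0.

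Isoforms of 1 gene resembled each other more than isoforms of both genes, with the kit confounded with the gene. Across 8-mers, which are not independent replicates, Spearman's rho was 0.969 between the CREB1 isoforms (10 pairs computed), 0.825 between TBX5 reference and TBX5-2, 0.868 between TBX5 reference and TBX5-3, 0.860 between TBX5-2 and TBX5-3, and 0.488 to 0.513 between genes. The isoform pairs of 1 gene shared 260, 247, 276 and 258 of 329 preferred 8-mers in that order, and pairs of both genes shared 4 to 8, against 3.29 by chance.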

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

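Of the tests in this part, the tests of TGACGC against the line of the TGACGT 8-mers and of TAATTA after the loess fit were chosen only after the result was seen. The gap between AGGTGT and GGTGTGA 8-mers was not among the choices made before the data were examined. Its intervals do not allow for that.

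AGGTGT and GGTGTCG lists stood out because TBX5-2 and TBX5-3 moved opposite ways against TBX5 reference, with both medians outside random lists. AGGTGT had a median difference of 0.306 in TBX5-2 and -0.426 in TBX5-3, and GGTGTCG one of 0.267 and -0.191. GGTGTTA (0.260 and -0.437), GGTGT (0.228 and -0.0478), AGGTGC (0.222 and -0.0526) and CAGGTG (0.235 and -0.0144) also had opposite signs. Each of these was inside random lists in 1 comparison. The SD over all 8-mers was 0.182 in TBX5-2 and 0.114 in TBX5-3, against 0.146 in TBX5 reference. The opposite movement depends on the scaling: the AGGTGT median in TBX5-3 was -0.00574 after quantile normalization and -0.0212 after symmetric loess, both inside random lists, and -0.0106 after loess, still outside. GGTGTCG was inside them in TBX5-2 after loess (0.155) and symmetric loess (0.0717), and in TBX5-3 after quantile normalization (-0.0334). Set against TBX5-2 directly, TBX5-3 was lower on both lists, with medians of -0.673 (AGGTGT) and -0.593 (GGTGTCG). Both medians stayed below random lists after quantile normalization, loess and symmetric loess. They were then -0.102, -0.0500 and -0.0931 for AGGTGT and -0.148, -0.0777 and -0.116 for GGTGTCG. The cause of the difference was not tested, each isoform has 1 column, and both comparisons with TBX5 reference share the same reference column.

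In TBX5-2 against TBX5 reference, AGGTGT 8-mers and GGTGTGA 8-mers moved apart by 0.420 (bootstrap interval 0.124 to 0.818, over 47 and 7 8-mers that belong to 1 list only). A change in overall strength of the array is argued against, since the gap was 0.442 (0.162 to 0.567) after removing a smooth curve, which corrects 8-mers of equal reference height alike. Base composition and the DNA amount common to the arrays are argued against, since the gap was 0.418 (0.116 to 0.803) after regression. That regression, on the Cy3 reference and on base and dinucleotide counts, removed 9.95% of the variance of all differences. The Cy3 reference is pooled over arrays, so a DNA amount that differs between arrays was not tested. Variation from array to array stays open and cannot be told apart from an isoform effect without a further column per isoform. The same gap was -0.0891 (-0.239 to 0.202) between TBX5-3 and TBX5 reference. It was -0.445 (-0.623 to -0.239) between TBX5-3 and TBX5-2. The gap thus went with the TBX5-2 column, which a fault of that column would also give. A different preference of TBX5-2 for bases after the core is a hypothesis that these values leave open.

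In CREB1 alternative, CRE 8-mers scored lower (median -0.158) while TGACGC 8-mers did not. For the lower TGACGT scores, composition and the DNA amount common to the arrays are argued against. The TGACGT median was -0.158 (-0.205 to -0.105) after that regression, which removed 3.91% of the variance. A DNA amount that differs between arrays was not tested. The contrast with TGACGC was not tested after that regression. Overall strength cannot be told apart for the TGACGT 8-mers. Their residual after the loess fit was -0.00512, still outside random lists. But they make up 27 of 44 8-mers at least 1 above the median (61.4%), so the curve follows them. For the contrast, only a strength change in proportion to height is argued against, since TGACGC 8-mers lay 0.0575 above the line of the TGACGT 8-mers (0.0398 to 0.0731). That line assumes such a proportion, and the contrast was picked after its result was seen. TGACGC also holds GACGC, the 5-mer with the highest median difference of 512 (0.0916, 231 of 256 higher). AGACGC, which holds GACGC without TGACG, was higher in 48 of 48 (0.119). No test separated the contrast from higher scores of GACGC 8-mers in general.

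In CREB1 alternative, TAATTA 8-mers scored lower (median -0.180, -0.213 to -0.147) in a list without a CRE. Overall strength is argued against, since the median was -0.125 (-0.169 to -0.0989) after the loess fit. Composition and the DNA amount common to the arrays are argued against too, since the median was -0.170 (-0.205 to -0.131) after that regression. A DNA amount that differs between arrays was not tested. Another DNA-binding protein on the CREB1 arrays stays open, since the height of these 8-mers was 0.532 in CREB1 reference and 0.326 in CREB1 alternative, against 0.133, 0.179 and 0.0843 in TBX5 reference, TBX5-2 and TBX5-3, and kit and gene cannot be told apart. After that regression, applied to each column, these heights were 0.294, 0.102, 0.0391, 0.0553 and 0.0138, so a part of them went with Cy3 and composition. No column holds the kit without CREB1, so a property of the isoforms and a component of the kit may both account for it.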

How the results depend on the processing

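The symmetric loess fit, the 200-bin matching and the cores of the same length were chosen after the data were seen; the other alternatives were planned. Of 852 alternatives of single lists, 721 kept their call of inside or outside (lists inside both times could still change sign), 59 ended a call, 47 made one and 25 turned a direction that was outside in at least 1 of the settings. The turns came from quantile normalization (6), loess (11) and symmetric loess (8). Settings that change only the random lists or cores keep the median and cannot turn it. A kept call can hide a smaller median. After loess TGACGT in CREB1 went from -0.158 to -0.00512, and AGGTGT in TBX5-3 from -0.426 to -0.0106. The share of preferred 8-mers with the core depends on the depth of the list: at the top 2% it was 21.0, 20.8, 18.2, 23.3 and 18.7% (CREB1 reference, CREB1 alternative, TBX5 reference, TBX5-2, TBX5-3), and at the top 0.5% 62.8, 62.8, 45.7, 49.4 and 45.1%, since fewer 8-mers enter. Counts of 8-mers by size hang on the scaling. In CREB1 the 1 lower 8-mer became 0 under quantile normalization, loess, symmetric loess and a size of 1. In TBX5-2 the 1 lower 8-mer became 4, 3 and 5 under those fits and the 23 higher became 1, 8 and 0, and both became 0 at a size of 1. In TBX5-3 the 18 lower became 0 under those fits and at a size of 1, and 30 without centring, since the column median is lower. Between TBX5-3 and TBX5-2 the 133 lower became 0 under those fits and at a size of 1, and 190 without centring, and the 0 higher became 4, 4 and 6 under the fits. Where 1 list makes up most of the strongest sites, as TGACGT does in CREB1, a loess fit follows that list and cannot separate a change in strength from one in preference.

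Lists that turned did so as follows, and the cause was not tested. In CREB1, TGACGC became 0.0329, 0.0366 and 0.0278 and PAR bZIP 0.0352, 0.0413 and 0.0356 under quantile normalization, loess and symmetric loess; the CRE with mismatches became 0.0253 and 0.00828 under the loess fits, and 8-mers with 7 or 8 G or C -0.00733 under loess. In TBX5-3, GGTGT became 0.0108, 0.0224 and 0.0162 and CAGGTG 0.0248, 0.0300 and 0.0273 under the same fits; GGTGTGA became 0.0801 and 0.0833 under the loess fits, GTGTGA 0.0485 under symmetric loess, and SP/KLF -0.000563 and 8-mers with 7 or 8 G or C -0.00852 under loess. Between TBX5-3 and TBX5-2, GGTGTGA became 0.286, 0.386 and 0.396 and G runs -0.0155, -0.0202 and -0.0167. Lists outside fell from 15, 16, 13 and 14 to 6, 7, 8 and 9 against cores of the same length, which cover 24 of 27 lists. With matching in 200 bins, 14, 14, 14 and 13 lists were outside, though single calls changed in both directions. Among 8-mers preferred in either isoform, Spearman's rho was 0.763 for CREB1 and 0.683, 0.813 and 0.677 for TBX5, and -0.777, -0.767, -0.771, -0.776, -0.772 and -0.786 between genes, where selecting 8-mers high in either column forces a negative value. Alternatives that need probe intensities were not run: E-score thresholds, E-score differences and similarity, ranking by probe intensity, division by Cy3, odd and even probes, the Wilcoxon test and the pseudocount. A count without a minimum size was not run, as every 8-mer differs by some amount. No paired analysis was possible because each isoform has 1 column and no replicate numbers.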

Other observations

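All screens in this part were chosen after the data were seen. Of 512 5-mers, AATTA had the lowest median difference (-0.0879, 221 of 234 lower in CREB1 alternative) and GACGC the highest (0.0916, 231 of 256 higher). Of 2080 6-mers, TAATTA (-0.180) and TGACGT (-0.158) were the lowest, and AGACGC (0.119, 48 of 48 higher) and GCGTCC (0.114, 48 of 48) the highest. TAATTA ranked 5 of 2080 by height in CREB1 reference and 26 in CREB1 alternative.

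In TBX5-2, AGGTG had the highest median difference of 512 5-mers (0.284, 245 of 256 higher), ahead of GGTGT (0.228), and of 2080 6-mers GAGGTG was highest (0.346, 48 of 48). After symmetric loess the medians of AGGTG, GGTGT and GAGGTG were 0.109, 0.0840 and 0.109. In TBX5-3, TAGCA had the lowest median difference of 512 5-mers (-0.0718, 224 of 256 lower), ahead of AGGTG (-0.0606, and 0.00553 after symmetric loess), and AGCAT was low both there (-0.0597) and in TBX5-2 (-0.0534, the lowest), which share the reference column. Of 2080 6-mers AGGTGT had the lowest (-0.426), followed by GTGTGA (-0.163, 46 of 48 lower, and 0.0485 after symmetric loess), and GGGGGA the highest (0.107, 47 of 48).

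The scores of 8-mers outside the preferred set were related to both the Cy3 reference and GC content, and no test separated DNA amount from base composition. Across these 8-mers, which are not independent, Spearman's rho with the Cy3 reference was 0.858 and 0.846 in CREB1 reference and CREB1 alternative, and 0.394, 0.395 and 0.410 in TBX5 reference, TBX5-2 and TBX5-3. With GC content it was -0.717, -0.704, -0.536, -0.447 and -0.506 in that order.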
